# Genome-wide profiling of nardilysin target genes reveals its role in epigenetic regulation and cell cycle progression

**DOI:** 10.1038/s41598-017-14942-4

**Published:** 2017-11-01

**Authors:** Yusuke Morita, Mikiko Ohno, Kiyoto Nishi, Yoshinori Hiraoka, Sayaka Saijo, Shintaro Matsuda, Toru Kita, Takeshi Kimura, Eiichiro Nishi

## Abstract

Post-translational histone modifications, such as acetylation and methylation, are prerequisites for transcriptional regulation. The metalloendopeptidase nardilysin (Nrdc) is a H3K4me2-binding protein that controls thermoregulation and β-cell functions through its transcriptional coregulator function. We herein combined high-throughput ChIP-seq and RNA-seq to achieve the first genome-wide identification of Nrdc target genes. A ChIP-seq analysis of immortalized mouse embryo fibroblasts (iMEF) identified 4053 Nrdc-binding sites, most of which were located in proximal promoter sites (2587 Nrdc-binding genes). Global H3K4me2 levels at Nrdc-binding promoters slightly increased, while H3K9ac levels decreased in the absence of Nrdc. Among Nrdc-binding genes, a comparative RNA-seq analysis identified 448 candidates for Nrdc target genes, among which cell cycle-related genes were significantly enriched. We confirmed decreased mRNA and H3K9ac levels at the promoters of individual genes in Nrdc-deficient iMEF, which were restored by the ectopic introduction of Nrdc. Reduced mRNA levels, but not H3K9ac levels were fully restored by the reintroduction of the peptidase-dead mutant of Nrdc. Furthermore, Nrdc promoted cell cycle progression at multiple stages, which enhanced cell proliferation *in vivo*. Collectively, our integrative studies emphasize the importance of Nrdc for maintaining a proper epigenetic status and cell growth.

## Introduction

Regulated gene transcription is crucial for cellular differentiation, proliferation, and homeostasis. Post-translational histone modifications, such as acetylation, methylation, and phosphorylation, may mark the functional regions of chromatin and are prerequisites for transcriptional regulation^1,2^. For example, the methylation of histone H3K4, particularly mono-, di-, and tri-methylation (H3K4me1, H3K4me2, and H3K4me3, respectively), correlates with active gene transcription, whereas H3K9 tri-methylation correlates with gene silencing and heterochromatin formation^3–5^. Acetylated H3K9, 14, 27 accumulate around transcription start sites (TSS) and/or enhancers of transcriptionally active genes and are generally associated with transcriptional activation by recruiting effector proteins that harbor acetyl-binding domains^6,7^. An open chromatin state is established by interactions among multiple chromatin-modifying enzymes, epigenetic regulators, and transcription factors.

Nardilysin (N-arginine dibasic convertase, Nrdc) is a metallopeptidase of the M16 family that cleaves dibasic sites^8^. We identified Nrdc as a receptor for heparin-binding EGF-like growth factor (HB-EGF)^9^. Our subsequent studies revealed that Nrdc enhances the ectodomain shedding of not only HB-EGF, but also other membrane proteins, such as tumor necrosis factor alpha (TNF-α) and amyloid precursor protein (APP), at the cell surface^10–14^. Besides its extracellular function, we recently demonstrated that Nrdc in the nucleus functions as a transcriptional coregulator^15–17^. Nrdc preferentially binds to H3K4me2 and, to a lesser extent, H3K4me3 among methylated histone H3 tails *in vitro* and *in vivo* ^15^. Nrdc either positively or negatively regulates gene transcription presumably via protein-protein interactions. Nrdc interaction with NCoR/SMRT/HDAC3 corepressor on proximal promoter on target genes in MEF^15^ and interaction with PGC-1α coactivator on Ucp1 enhancer in brown adipocytes repress transcription^16^, while Nrdc interaction with islet-1 on Mafa enhancer in pancreatic β-cell activates transcription^17^. Nrdc-deficient (Nrdc−/−) mice consistently exhibited a wide range of phenotypes including growth retardation, hypomyelination, hypothermia, and glucose intolerance^13,16,17^. Nrdc has also been reported to be strongly expressed in cancer tissues or cells in breast, gastric, and esophageal cancers^18–20^. These findings indicate the critical roles of Nrdc in homeostasis and suggest that Nrdc regulates a diverse set of genes depending on the cellular context^13^. Nevertheless, an analysis of Nrdc-binding sites in genomes and Nrdc target genes at the genome-wide level has not yet been conducted.

In the present study, we combined high-throughput chromatin immunoprecipitation-sequencing (ChIP-seq) and RNA-sequencing (RNA-seq) analyses to achieve the first genome-wide identification of Nrdc target genes. We used immortalized mouse embryo fibroblasts (iMEF) to investigate how Nrdc behaves in differentiated normal cells, given its status is readily usable for subsequent verifications. Epigenetic changes in H3K9 acetylation (H3K9ac) and H3K4me2 in the absence of Nrdc were also characterized. We found that global H3K9ac levels at Nrdc-binding promoters were increased and that a set of genes integral to cell cycle maintenance was directly activated by Nrdc. Collectively, these results suggest that the Nrdc-mediated epigenetic regulation of cell cycle-associated genes is a fundamental component of the biological functions of Nrdc.

## Results

### Nrdc-binding sites mainly localize in active promoter regions

In order to obtain novel insights into the transcriptional role of Nrdc at the genome-wide level, we performed a ChIP-seq analysis using iMEF derived from wild-type mice (Nrdc+/+ iMEF). We generated an anti-mouse Nrdc monoclonal antibody by immunizing Nrdc-deficient mice with a recombinant protein corresponding to the C-terminal region of mouse Nrdc. We used the C-terminal fragment because all previous immunizations of wild-type animals (mouse, rat, and rabbit) with full-length Nrdc resulted in the production of antibodies recognizing the N-terminal fragment containing the highly acidic domain^21^, which did not work well in ChIP. We successfully obtained three clones of the anti-C terminus antibody, one of which showed high specificity and efficiency for cross-linked samples in immunoblotting and ChIP (Fig. S1A,B). The specificity of the antibody was also validated by ChIP-PCR targeting several genes randomly selected from H3K4me2-enriched genome regions in Nrdc+/+ and Nrdc−/− iMEF (Fig. S1C,D). Our ChIP-seq analysis of wild-type iMEF identified 4053 Nrdc-binding sites. A distribution analysis of Nrdc-binding sites in genomic regions demonstrated that most Nrdc-binding sites (68.3%) were located in proximal promoter sites, which are defined as locations within 5 kb of TSS (Fig. 1A and Table S2). By associating Nrdc-binding sites in proximal promoter sites with specific 22656 Ensembl protein-coding genes, we identified 2587 genes as “Nrdc-binding genes”. In order to characterize the functional categories enriched in these genes, a gene ontology analysis was performed using the DAVID Categories of fundamental biological processes^22^, such as translation, RNA processing, chromatin organization, and cell cycle, which were highly overrepresented in iMEF (Table S3).

**Figure 1:**
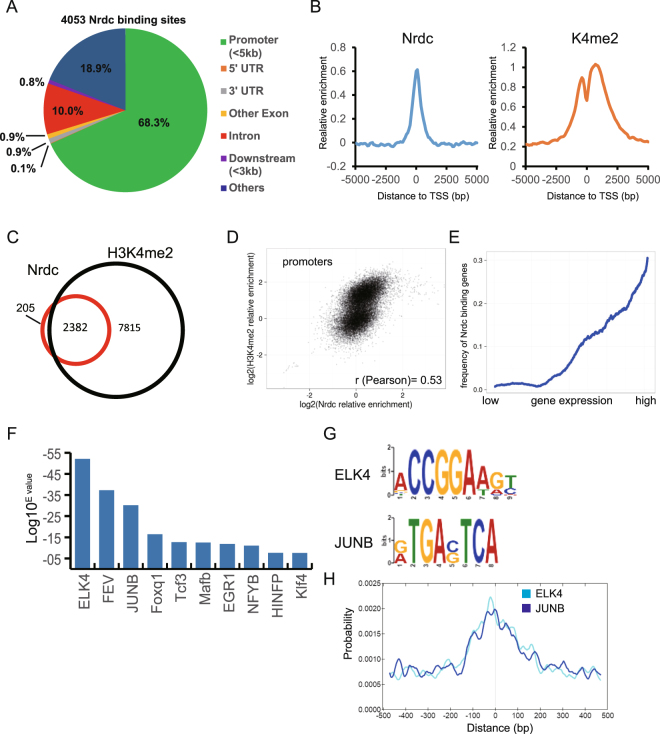
Nrdc primarily binds a subset of transcriptionally active promoters. (**A**) Genomic location of Nrdc ChIP-seq peaks in Nrdc+/+ iMEF with respect to the annotated genes. (**B**) Distribution of Nrdc and H3K4me2 around the TSS of 22656 of Ensembl protein-coding genes within 5 kb. (**C**) Venn diagram showing overlap between Nrdc-binding promoters (red) and H3K4me2-enriched promoters in Nrdc+/+ iMEF. The numbers of promoters in each section are shown. (**D**) Relationship between Nrdc and H3K4me2 relative enrichment in the promoters of Ensembl genes. (**E**) Ensembl genes were binned into every ten quantiles based on gene expression levels. The y-axis shows the percentage of Nrdc-binding genes in each quantile. (**F**) Identification of TF-binding sites enriched within Nrdc ChIP-seq peaks using an MEME-ChIP analysis. ELK4; ETS transcription factor, FEV; FEV (ETS oncogene family), JUNB; jun B proto-oncogene, Foxq1; forkhead box Q1, Tcf3; Transcription factor 3, Mafb; v-maf musculoaponeurotic fibrosarcoma oncogene family protein B, EGR1; early growth response 1, NFYB; nuclear transcription factor-Y beta, HINFP; histone H4 transcription factor, Klf4; Kruppel-like factor 4. (**G**,**H**) The sequences and distributions of ELK4 and JUNB motifs showing central enrichment within Nrdc-binding sites.

We previously reported that Nrdc directly and specifically binds to H3K4me2^15^. Furthermore, we identified several target genes repressed by Nrdc, in which Nrdc is generally associated with a reduced level of H3 acetylation^15^. In order to characterize the relationship between Nrdc-binding sites and histone modifications, we performed ChIP-seq of H3K4me2 and H3K9ac in wild-type iMEF. We also investigated this relationship using previously published iMEF ChIP-seq datasets^23^. As a result, we found that 92.1% of Nrdc-binding genes contained H3K4me2 marks (Fig. 1C and Table S4). In addition, Pearson’s correlation analysis revealed that relative Nrdc enrichment around TSS correlated with H3K4me2 enrichment (Fig. 1D). On the other hand, the pattern of enrichment around TSS appeared to be slightly different between H3K4me2 and Nrdc. While the relative enrichment of the H3K4me2 signal decreased over TSS, as previously described^24^, the Nrdc signal peaked at the center of TSS (Fig. 1B), suggesting that Nrdc preferentially binds to the core promoter region. Other than H3K4me2, we found correlations between Nrdc-binding sites and active histone marks including H3K9ac and H3K4me3 (Fig. S2 and Table S5). In contrast, the negative histone mark of H3K27me3 did not show any correlation with Nrdc around the promoters. In order to further confirm whether Nrdc-enriched promoters were in the open state, we performed RNA-seq for wild-type iMEF and analyzed the relationship between Nrdc ChIP-seq signals and gene expression levels. 

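The 2 Nrdc+/+ libraries were used here. iMEF are immortalized mouse embryonic fibroblasts, which grow in culture without the limit of primary cells. mRNA was captured on oligo(dT) beads and sequenced on Ion Proton sequencers. The authors aligned the reads to mm9 with STAR, passed the reads left unmapped to Bowtie2 in local mode, counted reads per Ensembl protein-coding gene with featureCounts and calculated RPKM (reads scaled to exon length and mapped reads) with edgeR. The deposited values cover 22369 genes on a log2 scale, with a small constant that keeps genes without reads above minus infinity. This constant was taken off to give RPKM. After multiplication by gene length, 100% of the low values came out as whole reads within a tolerance of 0.05, so a gene at 0 had no read. The Nrdc+/+ libraries held 19457270 and 19764315 reads over the listed genes. Their log2 values correlated with a Pearson coefficient of 0.9936 across genes, which are not independent replicates.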

As expected, Nrdc was more likely to bind to the promoter of genes with medium to high expression levels (Fig. 1E). These results indicate that Nrdc primarily localizes to active promoter regions.

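Nrdc-binding genes of the functions that the paper found enriched were abundant in Nrdc+/+ iMEF. The 21 GO terms of Table S3 whose gene lists could be read in full hold 148 such genes. These lists give only the Nrdc-binding members of each term. Of the 148 genes, 145 (98%) lay above the median of all 22369 genes, which was only 0.508 RPKM. The median level of the 148 genes was 25 RPKM, at percentile 88.6. The 16 genes of translational initiation were the most abundant group, with a median of 95 RPKM. They include Eif1, which takes part in start codon selection, at 218 ± 5.23 RPKM (SD, n = 2), and Eif3a, the largest subunit of initiation factor eIF3, at 156 ± 7.28 RPKM. The 18 genes of cell redox homeostasis had a median of 67.5 RPKM, with the peroxide-reducing enzyme Prdx1 at 155 ± 3.46 RPKM. The 14 genes of double-strand break repair had a median of 12 RPKM, and the 15 genes of the response to ionizing radiation one of 11.6 RPKM. Apom (0.0474 RPKM), the meiotic recombination gene Msh5 (0.0836 RPKM) and the DNA polymerase gene Poln (0.329 RPKM) were the 3 genes under 1 RPKM. Among all genes, 6911 (30.9%) were at 0 in both libraries and 10599 reached 1 RPKM. The terms were chosen by the study from its binding sites, and the whole list of Nrdc-binding genes was not used here. Other members of the same terms were not compared, so these levels do not tie abundance to binding. From the H3K4me2 marks at Nrdc-binding genes, the correlations with H3K9ac and H3K4me3, and more frequent binding at genes with medium to high expression, the paper concludes that Nrdc primarily localizes to active promoters.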

We then performed a *de novo* motif analysis of MEME-ChIP to gain insights into the mechanistic and functional links between Nrdc and transcriptional factors (TF)^25^. Many binding motifs of transcriptional factors (ELK4, FEV, JUNB, Foxq1, Tcf3, Mafb, EGR1, NFYB, HINFP, and Klf4) were found in Nrdc-binding sites (Fig. 1F). Among them, a CentriMo analysis^26^ identified two binding motifs of ELK4 and JUNB (Fig. 1G,H), which were centrally enriched in Nrdc-binding sites. These results suggested the possibility that Nrdc interacts with these TFs. ELK4, a member of the Ets family, and JUNB, a binding partner of the AP-1 family, have been reported to be involved in a wide range of biological processes including cell growth, differentiation, and apoptosis^27,28^. Gene annotation by BioGPS^29^ indicated that Nrdc is ubiquitously expressed in mammalian tissues, while ELK4 and JUNB are highly enriched in mast cells and macrophages, respectively, suggesting the overlapped expression of these TFs and Nrdc (Fig. S3A–C).

### Combined ChIP-seq and RNA-seq analysis to identify direct Nrdc targets

In order to clarify how the deletion of Nrdc affects gene transcription and histone modifications, we performed a genome wide analysis of iMEF isolated from Nrdc-deficient mice (Nrdc−/− iMEF). As an optimal control, we prepared Nrdc−/− iMEF in which either wild-type or enzymatically inactive Nrdc^16,30^ was reintroduced by lentiviral-mediated gene rescue (Nrdc−/−^WT^ iMEF, Nrdc−/−^EA^ iMEF). Immunoblotting and immunocytochemistry showed that Nrdc expression levels in Nrdc−/−^WT^ iMEF and Nrdc−/−^EA^ iMEF were similar to those in wild-type iMEF (Nrdc+/+ iMEF) (Fig. S4A,B). As previously described, immunocytochemistry showed that endogenous and exogenous Nrdc are expressed in the nucleus and cytosol^15,16^ (Fig. S4B).

A ChIP-seq analysis of H3K4me2 in Nrdc+/+, Nrdc−/−, and Nrdc−/−^WT^ iMEF revealed that global H3K4me2 levels at promoter regions were significantly decreased in the presence of Nrdc (Fig. 2A). The difference between Nrdc-deficient (Nrdc−/−) and Nrdc-expressing cells (Nrdc+/+, Nrdc−/−^WT^) was larger at Nrdc-binding promoters than at other promoters. In contrast, genome-wide H3K9ac levels at Nrdc-binding promoters were significantly higher in Nrdc-expressing cells than in Nrdc-deficient cells. No significant difference was observed in H3K9ac levels at non-Nrdc-binding promoters between Nrdc-expressing and Nrdc-deficient cells (Fig. 2B). These results indicate that Nrdc is involved in histone modifications.

**Figure 2:**
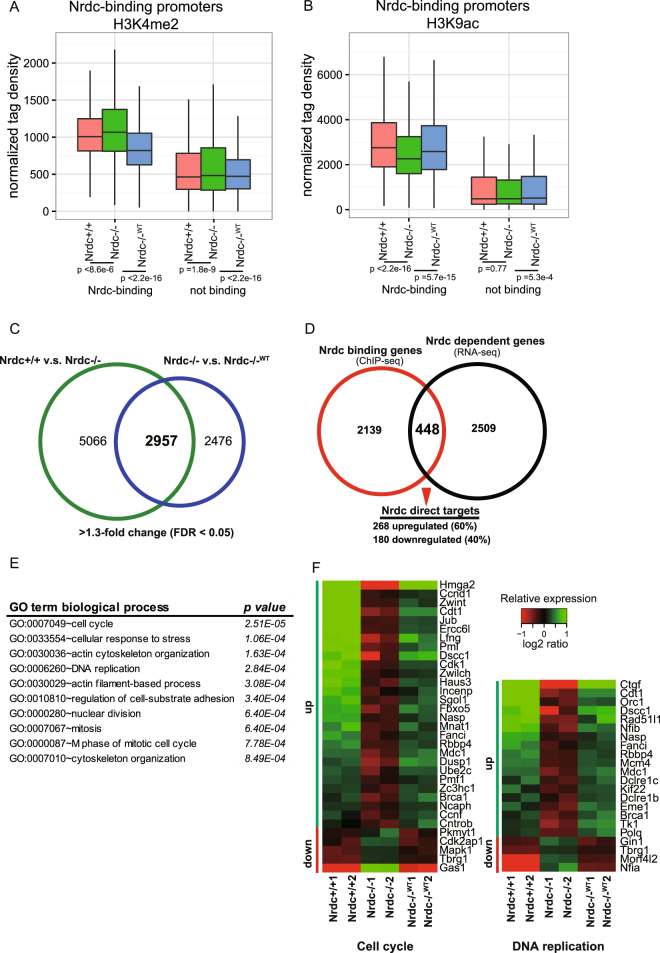
Nrdc affects the acetylation and methylation of histone H3 and gene transcription. (**A**,**B**) Average signals of H3K4me2 (**A**) and H3K9ac (**B**) from −5 kb to+5 kb surrounding the 2587 Nrdc-binding and other non-binding promoters in Nrdc+/+, Nrdc−/−, and Nrdc−/−^WT^ iMEF, which were normalized to total reads and read lengths. (**C**) Venn diagram showing the overlap of genes that were up- or down-regulated 1.3-fold or more in the same direction in the Nrdc+/+ v.s. Nrdc−/− group and Nrdc−/−^WT^ v.s. Nrdc−/− group. (**D**) Overlap between all Nrdc-binding genes and genes differentially expressed in an Nrdc-dependent manner, which identified a set of 448 Nrdc direct targets, with 268 being up-regulated and 180 being down-regulated. (**E**) Biological process GO terms enriched in the list of Nrdc direct target genes. P values are calculated by DAVID using a modified Fisher exact test^22^. (**F**) Heatmap showing the expression of genes within the categories of the cell cycle and DNA replication in Nrdc+/+, Nrdc−/−, and Nrdc−/−^WT^ iMEF. The color key indicates log2 transformed and mean-centered rpkm of genes. The color bars indicate the direction of either significantly up-regulated (green) or down-regulated (red) change in corresponding genes (FDR < 0.05 and fold change > 1.3).

In an attempt to identify which Nrdc-binding genes are transcriptionally regulated by Nrdc, we performed RNA-seq of Nrdc+/+, Nrdc−/−, and Nrdc−/−^WT^ iMEF. 

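Nrdc mRNA, listed as Nrd1 (ENSMUSG00000053510, chromosome 4 of mm9 from 108673260 to 108734382), was 28.4 ± 0.694 RPKM (SD, n = 2) in Nrdc+/+, 1.52 ± 0.0165 RPKM in Nrdc−/− and 5.65 ± 0.352 RPKM in Nrdc−/− WT iMEF. The log2 fold change over Nrdc−/− iMEF was 4.02 in Nrdc+/+ iMEF (standard error 0.09, adjusted p = 6.36e-09 from limma) and 1.74 in Nrdc−/− WT iMEF (standard error 0.09, adjusted p = 1.93e-06 from limma). Its level in Nrdc−/− WT iMEF was 19.9% of that in Nrdc+/+ iMEF, where RPKM counts the full annotated length and the paper does not state whether the transgene holds the untranslated regions. Without them the transgene would read too low. Nrdc−/− WT iMEF are Nrdc−/− cells that received wild-type Nrdc from a lentivirus. No Nrdc−/− cells with an empty virus are listed among the RNA-seq libraries. Effects of infection and of Nrdc therefore cannot be told apart between Nrdc−/− WT and Nrdc−/− iMEF. Each of the 3 groups had 2 libraries. The Nrdc−/− libraries held 16385565 and 17081955 reads over the listed genes, and the Nrdc−/− WT libraries 19538722 and 17077684. Replicates correlated across genes at 0.9953 in Nrdc−/− and 0.9959 in Nrdc−/− WT iMEF, and the means of these lines at 0.921 with each other and at 0.792 and 0.828 with Nrdc+/+ iMEF. Replicates of every group differed by more than the sampling noise of their reads, with a chi-square per gene of 4.16 to 8.94. The 11598 genes with a mean of at least 0.5 RPKM were tested with limma on log2(RPKM + 0.25), a scale that understates changes of genes with low levels. Adjusted p-values are from Benjamini-Hochberg, and a gene was called at an adjusted p under 0.05 and a fold of at least 1.3, the thresholds of the paper. The paper calls its replicates biological, of cells 1 to 3 passages after infection, and does not state whether the libraries of a line came from separate cultures, so p-values may measure only technical spread.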

Using R library edgeR with a false discovery rate (FDR) of 0.05 and fold change of 1.3 or higher, we found 8023 significant differentially expressed genes (DEG) upon the Ensembl gene list between Nrdc+/+ and Nrdc−/− iMEF. 

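Actin and contractile genes were higher in Nrdc+/+ than in Nrdc−/− iMEF. Myl9, a myosin regulatory light chain, was 201 ± 1.28 RPKM (SD, n = 2) in Nrdc+/+ and 0.123 ± 0.107 RPKM in Nrdc−/− iMEF, a log2 fold change of 9.10 (standard error 0.17, adjusted p = 3.32e-09 from limma). Tmsb4x, which encodes the actin-sequestering peptide thymosin beta 4, was 427 ± 25.6 RPKM in Nrdc+/+ iMEF and had 0 reads in both Nrdc−/− libraries. It was thus at least 6912-fold higher, set against a floor of 3 reads over the Nrdc−/− group. Of 40 actin cytoskeleton and contractile genes, 37 were higher and 0 lower (37 and 0 when adjusted over the list alone), with a median log2 fold change of 1.31. The set test camera gave this list an adjusted p of 2.1e-12 over 31 lists, and an adjusted p = 0.203 with an estimated correlation. Mmp2, a matrix-degrading gelatinase, went the other way, from 450 ± 16.5 RPKM in Nrdc−/− to 0.786 ± 0.151 RPKM in Nrdc+/+ iMEF (log2 fold change -8.77, standard error 0.09, adjusted p = 3.78e-10 from limma). Cthrc1, a secreted collagen triple helix repeat protein, was 73.5 ± 4.15 RPKM in Nrdc−/− iMEF with 0 reads in Nrdc+/+ iMEF. In Nrdc−/− WT iMEF it was higher still, at 481 RPKM. Of 18 interferon-stimulated genes, 12 were lower in Nrdc+/+ iMEF and 1 was higher (12 and 1 when adjusted over the list alone), with a median of -1.97 (camera adjusted p = 0.00193, and adjusted p = 0.203 with an estimated correlation). Isg15, a ubiquitin-like modifier, had a log2 fold change of -5.76. Of 17 glycolysis genes, 13 were lower and 0 higher (13 and 0 when adjusted over the list alone), with a median of -0.65 (camera adjusted p = 0.000225, and adjusted p = 0.217 with an estimated correlation). Lactate dehydrogenase Ldha had a log2 fold change of -1.24. Across all genes tested, 3498 were higher and 3708 lower in Nrdc+/+ iMEF, 62.1% of the total, and 2906 of them changed over 2-fold.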

There were also 5433 DEG between Nrdc−/−^WT^ and Nrdc−/− iMEF. 

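Genes of the endoplasmic reticulum and amino acid stress response were lower in Nrdc−/− WT than in Nrdc−/− iMEF. Of 26 such genes, 24 were lower and 1 higher (24 and 1 when adjusted over the list alone), with a median log2 fold change of -1.08 (camera adjusted p = 1.09e-10, and adjusted p = 0.0982 with an estimated correlation). They include the chaperone-associated gene Sdf2l1, at 14.7 ± 3.38 RPKM (SD, n = 2) in Nrdc−/− WT and 90.8 ± 0.897 RPKM in Nrdc−/− iMEF (log2 fold change -2.62, standard error 0.13, adjusted p = 2.12e-06 from limma), and the pseudokinase gene Trib3, with a log2 fold change of -1.78. Spp1, the secreted matrix protein osteopontin, was 25.6 ± 0.861 RPKM in Nrdc−/− WT and 469 ± 21.5 RPKM in Nrdc−/− iMEF (log2 fold change -4.18, standard error 0.06, adjusted p = 6.78e-09 from limma). Among the largest rises was Cdkn2a, which encodes p16Ink4a and p19Arf, at 426 ± 15.4 RPKM in Nrdc−/− WT and 5.77 ± 0.0195 RPKM in Nrdc−/− iMEF (log2 fold change 6.15, standard error 0.06, adjusted p = 9.61e-10 from limma). Its neighbours on chromosome 4, the Cdk inhibitor gene Cdkn2b and the methionine salvage gene Mtap, rose with it, by 5.81 (standard error 0.11) and 5.61 (standard error 0.14) on the log2 scale. In Nrdc−/− iMEF these neighbouring genes were also at only 1.39% to 2.93% of their Nrdc+/+ level. A loss of the segment in most cells of the Nrdc−/− culture stays open beside a response to Nrdc. Nrdc−/− WT iMEF were made from Nrdc−/− cells, so such a loss must have spared their founder cells or come later. Dlk1, an imprinted Notch-related gene, was 37.3 ± 0.628 RPKM in Nrdc−/− WT iMEF and had 0 reads in Nrdc−/− iMEF, and so was at least 2494-fold higher, with the same floor of 3 reads over the group. In Nrdc+/+ iMEF it was at only 0.456 RPKM. Across all genes tested, 2376 were higher and 2632 lower in Nrdc−/− WT iMEF, 43.2% of the total, and 1398 of them changed over 2-fold.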

Since genes showing the same direction of expression change in Nrdc+/+ and Nrdc−/−^WT^ iMEF are dependent on Nrdc, we focused on the 2957 overlapping DEG, which were similarly regulated by endogenous or ectopic Nrdc (Fig. 2C and Table S6). Among them, 1418 genes were upregulated, while 1539 genes were downregulated in the presence of Nrdc (Fig. S5A).

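Col4a1, a chain of basement membrane collagen IV, was among the largest rises in both comparisons, at 111 ± 5.86 RPKM (SD, n = 2) in Nrdc+/+, 24.5 ± 0.972 RPKM in Nrdc−/− WT and 0.0164 ± 0.0112 RPKM in Nrdc−/− iMEF. Gbp2, an interferon-induced guanylate-binding protein, moved in opposite ways, at a log2 fold change of -5.30 in Nrdc+/+ iMEF (standard error 0.08, adjusted p = 1.18e-09 from limma) and 2.36 in Nrdc−/− WT iMEF (standard error 0.08, adjusted p = 3.74e-07 from limma), both against Nrdc−/− iMEF. Of the 18 interferon-stimulated genes, 6 did so, and in Nrdc−/− WT iMEF 9 were higher and 4 lower (9 and 5 when adjusted over the list alone, median 0.52, camera adjusted p = 0.0929, and adjusted p = 0.279 with an estimated correlation). Lactate dehydrogenase Ldhb changed in opposite ways too, at -1.95 and 1.80. Overall 2710 genes changed the same way in both comparisons, 37.6% of those called between Nrdc+/+ and Nrdc−/− iMEF, and 833 changed in opposite ways. Another 3663 were called between Nrdc+/+ and Nrdc−/− iMEF alone and 1465 between Nrdc−/− WT and Nrdc−/− iMEF alone. Of the genes changed the same way, 1274 showed no difference past the threshold between Nrdc+/+ and Nrdc−/− WT iMEF. Both comparisons share the Nrdc−/− libraries. In 100 draws, all 6 libraries were simulated without changed genes, from the Nrdc−/− means and the spread between replicates. These draws gave at most 2 genes in the same direction. With at most 3 genes called per simulated comparison, they cannot show what overlap to expect among the genes called here. Independent lists of the sizes found here would share 1558 genes in the same direction and 1553 in opposite ones. The log2 fold changes correlated at 0.461 across genes, against 0.5 on average in the simulation. Their covariance was 0.501 against 0.00779 in the simulation, a difference of 0.494. The simulation holds only the spread between replicates, so a deviation of the Nrdc−/− culture itself, which both comparisons share, is not covered. The controls were not split, as each part would hold 1 library, so part of the excess may come from the shared controls. From the same direction of change with endogenous and with reintroduced Nrdc, the paper reasons that these genes depend on Nrdc.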

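Among genes higher with Nrdc in both comparisons, Tagln, the actin-binding protein transgelin, was 372 ± 26.1 RPKM (SD, n = 2) in Nrdc+/+, 73.9 ± 3.75 RPKM in Nrdc−/− WT and 10.5 ± 0.0578 RPKM in Nrdc−/− iMEF. Basp1, a membrane-bound signalling protein, had log2 fold changes of 8.75 in Nrdc+/+ iMEF (standard error 0.14, adjusted p = 1.59e-09 from limma) and 5.89 in Nrdc−/− WT iMEF (standard error 0.14, adjusted p = 7.02e-08 from limma). Of the actin cytoskeleton and contractile genes, 28 of 40 were higher in both. Among genes lower with Nrdc in both, Dcn, the collagen-binding proteoglycan decorin, was 6.05 ± 0.843 RPKM in Nrdc+/+, 26.5 ± 2.7 RPKM in Nrdc−/− WT and 379 ± 14.8 RPKM in Nrdc−/− iMEF. Cdkn1a, which encodes the Cdk inhibitor p21, was also lower, at log2 fold changes of -2.91 (standard error 0.09, adjusted p = 3.45e-08 from limma) and -2.13 (standard error 0.09, adjusted p = 8.61e-07 from limma). Agt, the precursor of angiotensin, was 38.8 ± 0.139 RPKM in Nrdc−/− and 0.491 ± 0.253 RPKM in Nrdc−/− WT iMEF, with 0 reads in Nrdc+/+ iMEF. Of the 17 glycolysis genes, 9 were lower in both, with 12 lower and 2 higher in Nrdc−/− WT iMEF (12 and 2 when adjusted over the list alone, camera adjusted p = 0.00315, and adjusted p = 0.279 with an estimated correlation). Of the 26 genes of the stress response of the endoplasmic reticulum, 12 were lower in both and 5 changed in opposite ways. In Nrdc+/+ iMEF this list had 12 lower and 7 higher (12 and 7 when adjusted over the list alone) and was not called, with a camera adjusted p = 0.221, and adjusted p = 0.402 with an estimated correlation. In all, 1278 genes were higher and 1432 lower in both, where independent lists would share 717 and 841. In 534 of the genes higher in both, Nrdc+/+ iMEF also lay above Nrdc−/− WT iMEF past the threshold, and in 616 of those lower in both it lay below.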

Among 2957 DEG, 448 genes (15%) were Nrdc-binding genes, which may be direct transcriptional targets of Nrdc (Fig. 2D and Table S7). Eighty-five percent of DEG were not identified as Nrdc direct targets, which implies that most DEG are regulated either by secondary effects or other non-transcriptional functions of Nrdc. Among 448 Nrdc direct target genes, 268 (60%) were up-regulated and 180 (40%) were down-regulated by the presence of Nrdc. We subjected the list of 448 Nrdc direct targets to a DAVID gene ontology (GO) terms analysis in order to investigate the molecular and cellular processes downstream of Nrdc direct targets^22^. As a result, a set of Nrdc target genes were enriched for several GO terms such as the cell cycle and DNA replication (Fig. 2E and Table S8). Most genes related to the cell cycle (28 out of 33) and DNA replication genes (18 out of 22) were up-regulated (Fig. 2F). 

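Hmga2, an architectural chromatin protein of proliferating cells, had the largest rise in both comparisons among the cell cycle genes of Fig. 2F, at 51.1 ± 3.86 RPKM (SD, n = 2) in Nrdc+/+, 8.22 ± 0.268 RPKM in Nrdc−/− WT and 1.62 ± 0.083 RPKM in Nrdc−/− iMEF. Cdk1, the kinase that drives mitotic entry, had log2 fold changes over Nrdc−/− iMEF of 1.21 in Nrdc+/+ iMEF (standard error 0.08, adjusted p = 2.13e-06 from limma) and 0.60 in Nrdc−/− WT iMEF (standard error 0.08, adjusted p = 0.000272 from limma). Of the 28 genes that Fig. 2F shows as up-regulated in the cell cycle panel, 27 were higher in Nrdc+/+ and 28 in Nrdc−/− WT iMEF (27 and 28 when adjusted over the list alone). Of the 18 in the DNA replication panel, 18 were higher in each (18 when adjusted over the list alone). Orc1, a subunit of the origin recognition complex, rose by 1.83 (standard error 0.12) and 0.59 (standard error 0.12), and Mcm4, a subunit of the replicative helicase, by 0.78 and 0.63, each with a standard error of 0.06. The 5 cell cycle genes shown as down-regulated were lower in both comparisons, among them the growth arrest gene Gas1, at -3.86 and -1.86. The panels were chosen by the study from these libraries, so these counts are not independent evidence. Lists from general knowledge were tested as well. They share genes with the panels, such as Ccnd1 in G1/S, Cdk1 in G2/M and Cdt1 in DNA replication. Their results are therefore not wholly independent of the panels. A G1/S list held cyclins, Cdks and E2Fs, and also other regulators such as Rb1, Myc, Skp2 and Fbxo5. Of its 19 genes, 11 were higher and 3 lower in Nrdc+/+ iMEF, but 4 higher and 4 lower in Nrdc−/− WT iMEF (the same 11, 3, 4 and 4 when adjusted over the list alone), with medians of 0.61 and 0.05. Their camera adjusted p-values were 0.0249 and 0.922, and adjusted p = 0.305 and 0.935 with an estimated correlation. Of 53 DNA replication genes, 43 were higher and 4 lower in Nrdc+/+ iMEF, and 25 higher and 2 lower in Nrdc−/− WT iMEF (the same 43, 4, 25 and 2 when adjusted over the list alone), with median log2 fold changes of 0.73 and 0.37. Camera gave adjusted p-values of 5.14e-07 and 1.74e-06, and adjusted p = 0.281 and 0.279 with an estimated correlation. Timeless, of the replication fork protection complex, rose by 2.19 and 1.04, while Rnaseh2a, a subunit of ribonuclease H2, had log2 fold changes of -1.67 and 0.50. Of 60 genes of G2/M and mitosis, 43 were higher and 2 lower in Nrdc+/+ iMEF, and 37 higher and 1 lower in Nrdc−/− WT iMEF (the same 43, 2, 37 and 1 when adjusted over the list alone), with medians of 0.69 and 0.45. Their adjusted p-values from camera were 1.38e-07 and 3.4e-08, and adjusted p = 0.333 and 0.279 with an estimated correlation. Cdc20, an activator of the anaphase-promoting complex, rose by 1.05 and 1.11. Without Nrdc−/− replicate 1, 21 of the 28 cell cycle genes were higher in both comparisons.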

Expectedly, separate DAVID analysis on up-regulated and down-regulated targets revealed that cell cycle and DNA replication genes were enriched in up-regulated direct targets, but not in down-regulated targets (Tables S7 and S9). On the other hands, genes related, for example, to steroid biosynthetic process were enriched only in down-regulated targets (Table S10). Moreover, comparative analysis of H3K4me2 and H3K9ac signals among the promoters of i) up-regulated (268), ii) down-regulated direct targets (180) and iii) non-direct targets (2139) demonstrated the higher enrichment of H3K9ac in up-regulated targets and lower enrichment of H3K4me2 in down-regulated targets in the presence of Nrdc (Fig. S5B,C). These data suggested that Nrdc activates or represses gene transcription via different epigenetic regulation.

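Genes of cholesterol biosynthesis were mostly lower in Nrdc−/− WT than in Nrdc−/− iMEF, while in Nrdc+/+ iMEF most of them did not pass the threshold. Hsd17b7, an enzyme of the later steps of the pathway, was 24.2 ± 0.493 RPKM (SD, n = 2) in Nrdc−/−, 9.12 ± 0.531 RPKM in Nrdc+/+ and 8.01 ± 0.447 RPKM in Nrdc−/− WT iMEF. Its log2 fold changes were -1.39 (standard error 0.08, adjusted p = 1.09e-06 from limma) and -1.57 (standard error 0.08, adjusted p = 1.98e-06 from limma). Insig1, a sterol-regulated protein that retains SREBP in the endoplasmic reticulum, had log2 fold changes of -0.78 and -1.54 (standard error 0.06 each). Mevalonate kinase Mvk had -1.33 and -1.06 (standard error 0.08 each), and lanosterol synthase Lss 0.37 and -1.32 (standard error 0.09 each), the first not past the fold of 1.3. Of 23 genes of the pathway, 8 were lower and 0 higher in Nrdc+/+ iMEF, and 20 lower and 0 higher in Nrdc−/− WT iMEF (the same 8, 0, 20 and 0 when adjusted over the list alone). The medians were -0.25 and -0.98. Between Nrdc+/+ and Nrdc−/− WT iMEF, 14 of the 23 were higher in Nrdc+/+ and 0 lower (14 and 0 when adjusted over the list alone), with a camera adjusted p of 0.00388, and adjusted p = 0.292 with an estimated correlation. Against Nrdc−/− iMEF, camera gave adjusted p-values of 0.0367 in Nrdc+/+ and 5.52e-09 in Nrdc−/− WT iMEF, and adjusted p = 0.281 and 0.0982 with an estimated correlation. The call in Nrdc+/+ iMEF ended without Nrdc−/− replicate 2 (adjusted p = 0.053) and without the trend of the spread on expression (0.0575). The list is from general knowledge and is not restricted to direct targets, whose list was not used here.

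**Figure D1:**
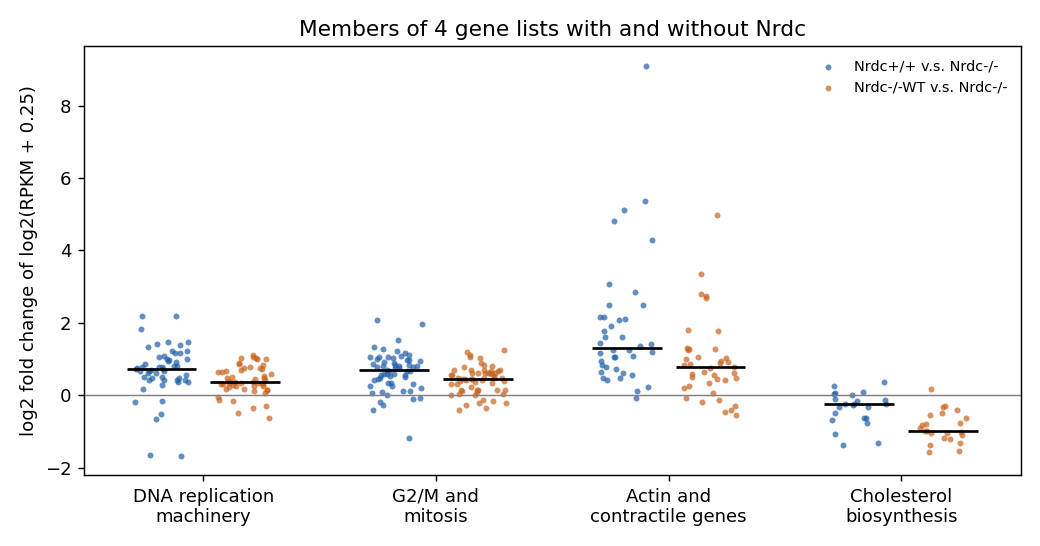
Log2 fold changes of log2(RPKM + 0.25) for the members of 4 gene lists (vertical axis), with Nrdc+/+ v.s. Nrdc−/− iMEF in blue and Nrdc−/− WT v.s. Nrdc−/− iMEF in orange. Each dot is a gene and each black line the median of its list, 0.73 and 0.37 for DNA replication, 0.69 and 0.45 for G2/M and mitosis, 1.31 and 0.78 for actin and contractile genes, and -0.25 and -0.98 for cholesterol biosynthesis.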

### Nrdc transcriptionally regulates cell cycle-associated genes via the modulation of histone acetylation

In order to confirm the results of RNA-seq, we evaluated the mRNA levels of 10 selected Nrdc direct target genes related to the cell cycle (Cdk1, Fbxo5, Brca1, Hmga2, Cdt1, Src, Ajuba, Dscc1, Ccnf, and Ccnd1) in Nrdc+/+ and Nrdc−/− iMEF by real-time reverse transcription PCR (RT-PCR) (Fig. 3A). In all genes, we confirmed significantly stronger expression in Nrdc+/+ iMEF than in Nrdc−/− iMEF (Fig. 3A). Furthermore, the ectopic reintroduction of Nrdc in Nrdc−/− iMEF (Nrdc−/−^WT^ iMEF) also augmented cell cycle-related gene expression, except for Ccnd1, suggesting that Nrdc directly contributes to the transcriptional activation of these genes (Fig. 3B). In order to examine the contribution of the peptidase activity of Nrdc to transcriptional regulation, we also analyzed mRNA levels in Nrdc−/−^EA^ iMEF expressing the enzymatically inactive mutant of Nrdc (Fig. 3B). We found that Ccnd1 was not significantly up-regulated in Nrdc−/−^WT^ and Nrdc−/−^EA^ iMEF, suggesting that Ccnd1 expression is not strictly Nrdc-dependent. Ajuba was up-regulated in Nrdc−/−^WT^ iMEF, but not in Nrdc−/−^EA^ iMEF, indicating that its gene induction is dependent on the enzymatic activity of Nrdc.

**Figure 3:**
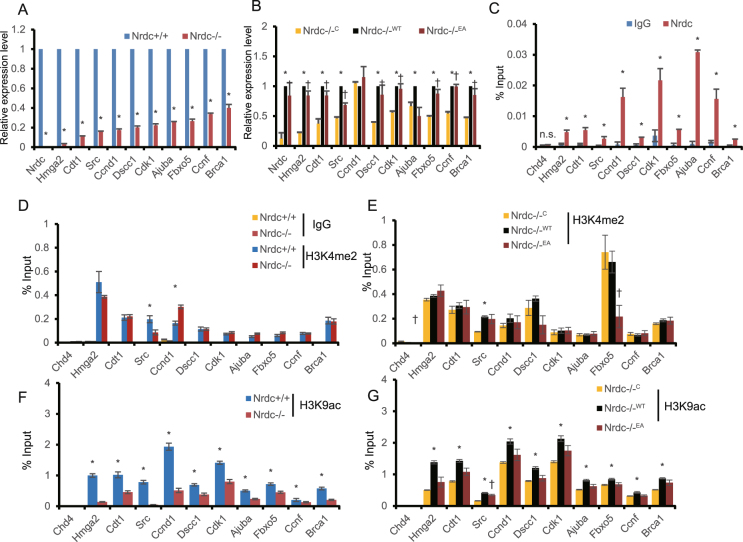
Nrdc transcriptionally regulates cell cycle-associated genes via the modulation of histone acetylation. (**A**, **B**) RT-PCR of the indicated cell cycle-associated genes in Nrdc+/+ and Nrdc−/− iMEF (**A**), and in Nrdc−/−^C^, Nrdc−/−^WT^, and Nrdc−/−^EA^ iMEF (**B**) (n = 3 per group). (**C**) ChIP-PCR using anti-Nrdc or control IgG shows Nrdc enrichment at the promoters of the indicated Nrdc direct targets in Nrdc+/+ iMEF (n = 3 per group). (**D**,**E**) ChIP-PCR analysis using anti-H3K4me2 and control IgG in Nrdc+/+ and Nrdc−/− iMEF (**D**), and in Nrdc−/−^C^, Nrdc−/−^WT^, and Nrdc−/−^EA^ iMEF (**E**) for the promoters of the indicated Nrdc target genes (n = 3 per group). (**F**,**G**) ChIP-PCR using anti-H3K9ac in Nrdc+/+ and Nrdc−/− iMEF (**F**), and in Nrdc−/−^C^, Nrdc−/−^WT^, and Nrdc−/−^EA^ iMEF (**G**) for the promoters of the indicated Nrdc target genes (n = 3 per group). All error bars indicate the standard error (S.E). *Indicates p < 0.05 between either Nrdc+/+ v.s. Nrdc−/− or Nrdc−/−^C^ v.s. Nrdc−/−^WT^. ^†^Indicates P < 0.05 Nrdc−/−^C^ v.s. Nrdc−/−^EA^.

Our ChIP-seq results demonstrated the association of Nrdc mostly around the TSS of cell cycle-related genes (Fig. S6). We also observed the presence of H3K4me2 and H3K9ac near TSS (Fig. S6). In order to confirm these ChIP-seq results, we performed site-specific ChIP-PCR using primers targeting Nrdc-binding sites in Nrdc+/+ iMEF. The anti-Nrdc antibody showed significantly stronger signals than control IgG. Negative control primers targeting the non-Nrdc-enriched region (Chd4) also gave no signals, confirming the specific recruitment of Nrdc to the identified Nrdc-binding sites (Fig. 3C).

Our ChIP-seq results demonstrated that Nrdc reduces global H3K4me2 levels and increases H3K9 acetylation levels at Nrdc-binding promoters (Fig. 2B). One possible hypothesis is that Nrdc activates gene transcription by regulating histone modifications at Nrdc-binding promoters. In order to test this hypothesis in individual target genes associated with the cell cycle, we performed site-specific ChIP-PCR using the anti-H3K4me2 or anti-H3K9ac antibody. Despite the increased expression of these Nrdc direct targets, H3K4me2 levels at the promoters were not changed, except for Src (Fig. 3D,E). This is consistent with previous findings showing lack of a causal relationship between histone methylation levels and gene expression^31^. On the other hand, H3K9ac levels at the promoters were significantly higher in Nrdc+/+ iMEF than in Nrdc−/− iMEF, which is consistent with higher gene expression levels in Nrdc+/+ iMEF. Moreover, the ectopic expression of Nrdc in Nrdc−/− iMEF restored decreased H3K9ac levels (Fig. 3F,G). Reduced H3K9ac levels were not fully restored by the inactive mutant of Nrdc in Nrdc−/−^EA^ iMEF. The EA mutant protein only retained H3K9ac levels in the promoter of Src among the 10 Nrdc target genes tested, in spite of the similar expression levels of the wild-type and mutant proteins in Nrdc−/−^WT^ and Nrdc−/−^EA^ iMEF, respectively (Fig. S4A). These results indicate that the enzymatic activity of Nrdc modulates histone acetylation, although the transcription of cell cycle-related Nrdc target genes, except for Ajuba, was rescued by the EA mutant protein. Taken together, these results indicate that Nrdc directly regulates the expression of cell cycle-associated genes in iMEF via the modulation of histone acetylation.

### Nrdc is involved in cell proliferation and cell cycle progression

Our integrative genome-wide analysis revealed that Nrdc regulates genes involved in the cell cycle. In order to assess how the perturbed expression of Nrdc affects the cell cycle and proliferation in iMEF, we examined the proliferative status of Nrdc+/+, Nrdc−/−, Nrdc−/−^WT^, and control virus vector-infected Nrdc−/−^C^ iMEF. The proliferation of Nrdc−/− iMEF was markedly weaker than that of Nrdc+/+ iMEF (Fig. 4A). Furthermore, decreased proliferation was clearly restored by the reintroduction of Nrdc (Nrdc−/−^WT^ iMEF), suggesting that decreased proliferation was mediated by Nrdc (Fig. 4B). In order to identify which stage of the cell cycle was affected by Nrdc, we performed BrdU incorporation analyses on asynchronously growing cells. No significant differences were observed in the proportion of cells in each cell cycle between Nrdc+/+ and Nrdc−/− iMEF, suggesting that Nrdc regulates the lengths of multiple cell cycle stages. On the other hand, Nrdc−/−^WT^ showed a more specific decrease in the G2/M fraction than Nrdc−/−^C^ iMEF (Fig. 4C,D, and F).

**Figure 4:**
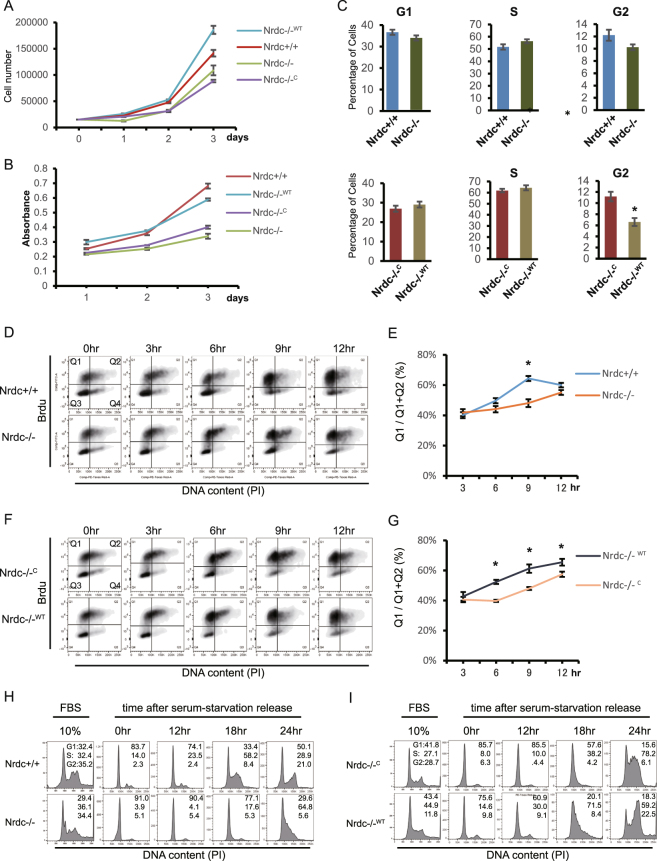
Nrdc is necessary for properly maintaining cell proliferation and cell cycle progression in iMEF. (**A**) Effects of Nrdc on cell proliferation. Each type of iMEF was plated on a 35-mm dish, and cell numbers were counted on days 1, 2, and 3. (**B**) The WST-8 cell growth assay was performed for each type of iMEF as described in (**A**). (**C**) Proportion of cells in each cell cycle phase estimated by the BrdU/PI FACS profiles (0 hr in Fig. 4D) of the Nrdc+/+ v.s. Nrdc−/− group (Upper) and Nrdc−/−^C^ v.s. Nrdc−/−^WT^ (Lower) group. G1 indicates the percentage of the population in Q4, S indicates Q1 + Q2, and G2 indicates Q3, respectively. (**D**–**G**) Each type of iMEF was labeled with BrdU and then analyzed by FACS at the indicated time point. Similar results were obtained in 3 independent experiments and representative images are shown (**D**,**F**). The percentage of Q1/(Q1 + Q2) was calculated in order to estimate the speed of entering the next G1 phase (n = 3 per group) (**E**,**G**). (**H**,**I**) Analysis of the cell cycle in each type of iMEF by flow cytometry. Cells under exponential growth (10% FBS) or cells released from serum starvation (time after serum-starvation release) were examined. All error bars indicate S.E. *Indicates p < 0.05.

In order to specifically assess the rate of cell cycle progression from the S to the next G1 phase, BrdU-labeled iMEF were chased every 3 hr after labeling until 12 hr. Cells labeled during the S phase passed through the G2/M phase (Q2) and transferred to the G1 phase (Q1). Nrdc+/+ iMEF showed a significantly higher proportion of BrdU-labeled/low PI cells (Q1/[Q1 + Q2]) at 9 hr, indicating that more cells completed the M phase before 9 hr after labeling in Nrdc+/+ than in Nrdc−/− iMEF (Fig. 4D,E). Similarly, Nrdc−/−^WT^ showed a higher proportion of Q1/[Q1 + Q2] at 6, 9 and 12 hr, suggesting a significantly faster rate of cell cycle progression, particularly in the G2/M phase, in Nrdc−/−^WT^ than in Nrdc−/−^C^ iMEF (Fig. 4F,G).

In order to investigate whether Nrdc expression also affects G1/S transition, cell lines were synchronized in the G1 phase by serum starvation, then re-stimulated with 10% serum containing medium. As shown in Fig. 4H, Nrdc−/− iMEF showed the slower shifting of the peak corresponding to the S-phase fraction between 18 and 24 hr after the stimulation. The ectopic reintroduction of Nrdc (Nrdc−/−^WT^ iMEF) reproducibly increased the rate of G1/S transition more than Nrdc−/−^C^ iMEF (Fig. 4I). These results indicate that an Nrdc deficiency disturbed the entry of quiescent cells into the G1/S phase. Taken together, our results suggest that Nrdc is involved in cell cycle progression at multiple stages.

## Discussion

In the present study, we performed the first genome-wide analysis of Nrdc consisting of a transcriptome and ChIP-seq assay. This non-biased approach emphasized the role of Nrdc in epigenetic modifications and cell cycle regulation.

The first main result of this study is that Nrdc predominantly localizes to active promoter regions, which are characterized by specific histone modifications such as high levels of H3K4me2, H3K4me3, and H3K9ac. Consistent with this result, many Nrdc-binding genes exhibited high expression levels. Most Nrdc-binding genes encode proteins that participate in fundamental biological processes including protein translation, RNA metabolism, and the cell cycle (Table S2). We previously reported that Nrdc directly interacted with H3K4me2 and, to a lesser extent, H3K4me3^15^. Our ChIP seq analysis revealed that more than 90% of Nrdc-binding regions overlapped with H3K4me2-binding regions. However, detailed analyses demonstrated that Nrdc peaked at the center of the core promoter regions, whereas H3K4me2 showed the pattern of a broad dual peak around TSS. These distinct patterns suggest that H3K4me2 binding is not a sole means for Nrdc to recognize chromatin. We also previously showed that Nrdc associates with transcriptional modulator complexes, such as the SMRT/NCoR corepressor^15^ and PGC1-α coactivator^16^. Recent genome-wide studies revealed that these transcriptional complexes are distributed at active core promoter regions, which are similar to those of Nrdc^32,33^. Furthermore, binding sites for a number of transcriptional factors, such as ELK4 and JUNB (Fig. 1F), were enriched within Nrdc-binding regions. These results support our hypothesis that Nrdc functions as a transcriptional coregulator.

Several recent studies suggested crosstalk between histone acetylation and methylation^34^. For example, H3 acetylation appears to be promoted through Chd1 binding to H3K4me2 and Yng1 binding to H3K4me3^35,36^, whereas the deacetylation of H3 may be induced via the interaction between H3K4me3 and Ing2. We previously demonstrated that Nrdc physically binds to HDAC3, a member of the SMRT/NCoR corepressor complex. Moreover, several Nrdc-binding sites were associated with decreased histone acetylation and the recruitment of HDAC3^15^. In the present study, however, our ChIP-seq experiments showed that global H3K9 acetylation levels at Nrdc-binding promoters were higher in Nrdc+/+ than in Nrdc−/− iMEF. On the other hand, global H3K4me2 levels at Nrdc-binding sites were reduced in the presence of Nrdc. More detailed analysis of H3K9ac and H3K4me2 signals among the promoters demonstrated the higher enrichment of H3K9ac in up-regulated Nrdc target genes and lower enrichment of H3K4me2 in down-regulated targets in the presence of Nrdc (Fig. S5B,C). These data suggested that Nrdc may activate or repress gene transcriptions through distinct mechanisms. Since one of the mechanisms facilitating histone acetylation is mediated by H3K4 methylation^37^, another possible explanation could be that Nrdc is required for the proper recruitment of proteins regulating crosstalk between histone acetylation and methylation.

By combining the data sets of ChIP-seq and gene expression, we identified 448 genes as candidates for the direct target genes of Nrdc. Among them, we found an extensive connection between Nrdc and genes integral to cell cycle regulation by a gene ontology analysis. We showed that most of the cell cycle-associated targets of Nrdc were transcriptionally activated. The promoters of these target genes consistently showed an increase in H3K9 acetylation. The mRNA and H3K9ac levels of these genes were significantly decreased in Nrdc−/− cells, but were rescued by the transfection of wild-type Nrdc. These results suggest direct roles for Nrdc in transcriptional regulation. Decreased H3K9ac levels in Nrdc−/− cells were not fully restored by the enzymatically-inactive mutant of Nrdc. However, the loss of peptidase activity did not affect the gene expression levels of these targets. This result implies that some of the transcriptional activity of Nrdc is independent of its effects on histone acetylation. Although the precise mechanism remains to be elucidated, we previously demonstrated the role of Nrdc enzymatic activity in transcriptional regulation^16,17^. The transcriptional activity of PGC-1α in iMEF, measured by the luciferase reporter assay using Gal4-PGC-1α, was repressed by Nrdc via its peptidase activity^16^. The Nrdc-induced up-regulation of Mafa mRNA in the rat β-cell line was not recapitulated by the enzymatic inactive mutant of Nrdc^17^. Due to the possible role of peptidase activity in histone acetylation, the further characterization of functional interactions between Nrdc and the enzymes involved in histone acetylation is needed. Future studies using inactive mutant knock-in mice will provide more detailed insights into the biological impact of the functions of Nrdc peptidase.

Knockout-rescue analyses in iMEF confirmed the important roles of Nrdc in the maintenance of cell proliferation and cell cycle progression. Our results clearly revealed that Nrdc is involved in multiple stages of cell cycle progression. This characteristic of Nrdc may be attributed to its multifaceted target genes such as Cdk1, Fbxo5, and Ccnf. Cdk1 interacts with cyclin B to drive the G2-M transition, while it binds to other cyclins to regulate G1 progression and G1-S transition^38^. Fbxo5 is required for cyclin B accumulation and mitotic entry^39^. Ccnf is involved in mitotic progression by regulating centrosomal function via the ubiquitination of CP110^40^. Nrdc may integrate the functions of these cell cycle-associated target genes by maintaining a proper epigenetic status at promoter regions. Previous studies from other groups also showed that the nuclear localization of Nrdc in oocytes was regulated in a cell cycle-dependent manner^41^. On the other hand, Nrdc in the extracellular space may be involved in the cell cycle via the activation of growth factors and cytokines. In gastric cancer cells, Nrdc has been shown to enhance the ectodomain shedding of TNF-α and subsequent activation of cell cycle-promoting genes, such as Ccnd1 and bcl2^18^. The mechanisms by which cells utilize nuclear and extracellular Nrdc for cell cycle regulation currently remain unclear because it is not possible to force the expression of Nrdc in only the nucleus or extracellular space. Future studies need to focus on discriminating between the direct and indirect effects of Nrdc on the transcription of cell cycle-associated genes. Taken together, our results emphasize the importance of Nrdc for maintaining a proper epigenetic status and cell growth.

## Methods

### Cell culture and establishment of iMEF lines

The generation of immortalized Nrdc+/+ and Nrdc−/− iMEF was previously described^13^. Nrdc−/− iMEF ectopically expressing the wild-type (WT) or enzymatically inactive mutant of Nrdc (EA) were established by the infection of a lentivirus vector for the expression of the wild-type (Nrdc−/−^WT^) or mutant of Nrdc (Nrdc−/−^EA^). A cDNA encoding an enzymatically inactive mutant of mouse Nrdc was obtained by substituting the Glu^235^ codon (GAG) with an Ala codon (GCG) using the PCR technique, as previously described^16,30^. As control iMEF (Nrdc−/−^C^), Nrdc−/− iMEF were infected with an empty lentivirus vector. The biological replicates of cells at 1-3 passages after viral infection were used in all experiments. Cells were cultured in DMEM supplemented with 10% fetal bovine serum (FBS) and antibiotics.

### Antibodies

A mouse anti-mouse Nrdc monoclonal antibody (clone #2E6) was generated by the immunization of Nrdc-deficient mice with recombinant mouse Nrdc in our laboratory. The protein antigen used for immunization corresponded to the C-terminal fragment (G^348^ to K^1163^) of mouse Nrdc, synthesized using a silkworm protein expression system (Sysmex). Clone #2E6 was the most efficient for chromatin immunoprecipitation among the different clones of the anti-Nrdc monoclonal antibody. Other antibodies were from the following sources: H3K4me2 (07–030, Millipore), H3K9ac (06–942 Millipore), and control IgG (2729S, CST).

### ChIP

ChIP was performed using the ChIP-IT Express kit (Active motif) according to the manufacturer’s protocol, with the following specifications to improve efficiency. Ten million cells per sample were collected for the ChIP experiment. Cross-linked nuclear pellets were subjected to sonication for 10 min using Covaris S2 (Covaris). Chromatin fragments were incubated with a specific antibody and protein G magnetic beads (Active motif) at 4 °C overnight with rotation. Antibodies against Nrdc, H3K4me2, H3K9ac, and control IgG were used. The beads were then washed with ChIP buffer1 and ChIP buffer2 (Active motif), followed by successive washes in high salt buffer (20 mM Tris-HCl, pH8.0, 500 mM NaCl, 2 mM EDTA, 0.1% SDS, and 1% Triton X-100). The beads were resuspended in 100 μl of elution buffer (10 mM Tris-HCl pH8.0, 1 mM EDTA, and 0.5% SDS) and eluted at 65 °C for 30 min with rotation. The eluents were then incubated with 10 ng/μl of RnaseA at 37 °C for 30 min, followed by reverse-cross-linking with 0.4 mg/ml of proteinase K at 65 °C for 6 hr with rotation. DNA was purified using the Min Elute PCR Purification Kit (QIAGEN).

### ChIP-sequencing

Purified DNA was quantified using the Agilent 2100 Bioanalyzer with a DNA high sensitivity kit (Agilent Technologies), and the same amount of DNA input was subjected to library preparation. Fragmented libraries were created using the NEBNext Fast DNA Library Prep Set for the Ion Torrent kit (New England Biolabs) according to manufacturer’s protocol with slight modifications. Briefly, ChIP DNA was end-repaired, adapter-ligated, and size-selected with Agencourt AMPure XP (Beckman Coulter Inc.) to 150–350 bp in length. DNA was PCR amplified with the Ion barcode adapter (Thermo Fischer Inc.) for 12 cycles. After amplification, DNA was purified with AMpure XP and checked for size distributions and amounts using the Agilent 2100 Bioanalyzer. High-throughput sequencing was performed using Ion Proton semiconductor sequencers (Thermo Fischer Inc.) according to the manufacturer’s instructions. Base calling was performed using Torrent Suite (Thermo Fischer Inc.).

Reads were aligned with Bowtie2 to mouse genome build mm9. Regarding peak calling, we only used reads with a mapping quality score (MAPQ) > 5. Approximately 25, 25, 17, and 7 million uniquely mapped reads were obtained for Nrdc, DNA input, H3K4me2 and H3K9ac, respectively (Table S11). Peak detection was performed with a model-based analysis of ChIP-seq (MACS v1.4.2) with default settings (p < 1*10^−5^)^42^. Peak annotation was performed using the ChIPseeker package^43^ with mouse genome sequences (mm9). Regarding the association of peaks with specific promoters, peaks within −5 kb to+5 kb of TSS were defined as promoters. In TSS annotation, the longest transcript based on Ensembl exon locus annotation from BioMart was taken as the representative for each gene. The genes filtered against Ensembl protein-coding genes were used in further analyses. In the histone modification comparative analysis, the compEPItools package^44^ was used to normalize the numbers and lengths of the reads, and count the aligned reads in the promoter regions. ChIP-seq datasets for H3K4me3, H3K27me3, H3K36me3, CTCF, and DNA input were downloaded from a public database (GSE36048).

### RNA extraction and RT-PCR analysis

Total RNA was extracted using a combination of TRIzol® Reagent (Thermo Fischer Inc.) and the RNeasy mini kit (QIAGEN) according to the RNeasy protocol with TRIzol instead of QIAzol. First-strand cDNA was synthesized from total RNA using the Transcriptor First Strand cDNA Synthesis Kit (Roche). RT-PCR was performed using the LightCycler 96 system (Roche) and THUNDERBIRD qPCR (TOYOBO) following the manufacturer’s directions. The results obtained were standardized for comparisons by measuring the level of Gapdh mRNA in each sample. The primers used are listed in S1 Table.

### ChIP-PCR analysis

ChIP samples were analyzed by RT-PCR. The results obtained were normalized to DNA input. All primers used in this study are listed in S1 Table.

### cDNA library preparation and RNA-seq analysis

The Dynabeads® mRNA Direct kit (Thermo Fischer Inc.) was used to purify mRNA from 5 μg of total RNA according to the manufacturer’s instructions. We used the Ion Xpress Plus Fragment Library Kit (Thermo Fischer Inc.) to prepare a cDNA library according to the manufacturer’s instructions. Samples were sequenced using Ion Proton semiconductor sequencers (Thermo Fischer Inc.) according to the manufacturer’s instructions. We aligned raw reads to the mouse reference genome (Ensembl, mm9) using the spliced read aligner STAR^45^, then took any unmapped reads to Bowtie2 in the local mode^46^. Raw read counts were calculated by featureCounts^47^ in the Subread package. The detection of DEG and calculation of rpkm (reads per kilobase of exon per million mapped sequence reads) were performed using the edgeR package^48^ with Ensembl genes, filtered against protein-coding genes. In order to visualize gene expression, the rpkm of genes was log2 transformed with primary counts of 0.25, mean centered between Nrdc−/− and Nrdc−/−^WT^ iMEF, and plotted with the gplots package.

### Gene ontology analysis

DAVID Bioinformatics Resources (6.7) was used to analyze the Ensembl Gene IDs of Nrdc direct targets in order to detect enriched biological processes. Default settings were used for the GO analysis.

### Immunoblotting

Cells were washed twice with PBS, then harvested by scraping in lysis buffer (10 mM Tris-HCl, 1 mM EDTA, 130 mM NaCl, 1% NP-40, protease inhibitor cocktail, and phosphatase inhibitors [Sigma]). Scraped cells were lysed on ice for 10 min, and centrifuged for 10 min at 12000 rpm. The supernatants were then separated with LDS buffer (Thermo Fischer Inc.) and transferred to nitrocellulose filters. After blocking, filters were incubated with primary antibodies, followed by horseradish peroxidase-conjugated secondary antibodies. Immobilized peroxidase activity was detected with the enhanced chemiluminescence system (ECL, Amersham).

### Immunocytochemistry

Immunocytochemistry was performed as described previously^12^. Briefly, fixed cells were incubated with the rat monoclonal anti-mouse Nrdc antibody (#135), followed by an incubation with the secondary antibody (an Alexa Fluor 488-conjugated goat antibody to mouse IgG) and counterstaining with DAPI. Pictures of immunostained sections were acquired using the BZ-9000 digital microscope (Keyence).

### Cell proliferation assay

Each type of iMEF was plated on 35-mm culture dishes (1.5 × 10^4^/dish) and cell numbers in a dish were counted daily for 3 days using a Z1 coulter particle counter (Beckman Coulter) to extrapolate growth curves. Cell proliferation was also measured using Cell Counting Kit-8 (Dojindo Molecular Technologies) according to the manufacturer’s instructions. In the assay, cells were plated on 96-well dishes (5 × 10^3^/well) and cell proliferation was measured daily for 3 days following the manufacturer’s protocol.

### BrdU analysis

Asynchronously growing cells plated on 60-mm dishes were used for the BrdU (Bromodeoxyuridine) analysis. Cells were incubated with BrdU (50 μM) for 30 min and then collected by trypsinization 0, 3, 6, 9, and 12 hr after the completion of the BrdU treatment. Cells were centrifuged at 3000 rpm for 1 min, washed twice with PBS, and fixed with 70% ice-cold ethanol overnight. Fixed cells were denatured with 2 M HCl for 30 min, and treated with 0.1 M boric acid at pH 8.5 at room temperature for 5 min. After washing with blocking buffer (1% bovine serum albumin and 0.5% Tween20 in PBS), cells were incubated with 1:100 of the anti-BrdU antibody conjugated with Alexa Fluor 488 (B35130, Thermo Fischer) in blocking buffer at room temperature for 60 min. Cells were then washed with blocking buffer and incubated with PI-RNAse buffer (50 μg/ml PI and 10 μg/ml RNAse-A in PBS) at room temperature for 30 min. FACS Aria IIa (BD Biosciences) was used for the analysis.

### Cell synchronization by serum starvation

Cells were synchronized in the G1 phase by culturing in medium containing 0.1% FBS for 72 hr. The serum concentration was then increased to 10% to allow cells to reenter the cell cycle. Cells were collected 0, 12, 18, and 24 hr after the exchange to 10% serum-containing medium. In the FACS analysis, cells were washed and fixed with 70% ice-cold ethanol overnight. After washing with PBS, cells were stained with PI-RNAse buffer at room temperature for 30 min, and subjected to the FACS analysis. The Dean Jett Fox model of Flowjo software (v10.2, © FlowJo, LLC) was used to calculate the proportion of G1, S, and G2 cells in each sample.

### Statistical analysis

All data are presented as the mean ± standard error (S.E). The Student’s *t*-test was performed to compare two groups. * and † indicate P < 0.05. The relationship of the relative enrichment of read densities among promoter regions between each ChIP-seq experiment was assessed using Pearson’s correlation coefficient r. The Wilcoxon rank-sum test was used to calculate the significance of differences in enrichment.

### Accession Codes

Data have been deposited in GEO with the following accession numbers: ChIP-seq, GSE90107; mRNA-seq, GSE90108.

## Electronic supplementary material

Dataset 1

Dataset 2

## References

[1] Wu H, Sun YE (2006). Epigenetic regulation of stem cell differentiation. Pediatric research.

[2] Kubicek, S. *et al*. The role of histone modifications in epigenetic transitions during normal and perturbed development. *Ernst Schering Research Foundation workshop*, 1–27 (2006).10.1007/3-540-37633-x_116568946

[3] Shilatifard A (2008). Molecular implementation and physiological roles for histone H3 lysine 4 (H3K4) methylation. Current opinion in cell biology.

[4] Eissenberg JC, Shilatifard A (2010). Histone H3 lysine 4 (H3K4) methylation in development and differentiation. Developmental biology.

[5] Barski A (2007). High-resolution profiling of histone methylations in the human genome. Cell.

[6] Bannister AJ, Kouzarides T (2011). Regulation of chromatin by histone modifications. Cell research.

[7] Pelling AL, Thorne AW, Crane-Robinson C (2000). A human genomic library enriched in transcriptionally active sequences (aDNA library). Genome research.

[8] Chesneau V (1994). Isolation and characterization of a dibasic selective metalloendopeptidase from rat testes that cleaves at the amino terminus of arginine residues. The Journal of biological chemistry.

[9] Nishi E, Prat A, Hospital V, Elenius K, Klagsbrun M (2001). N-arginine dibasic convertase is a specific receptor for heparin-binding EGF-like growth factor that mediates cell migration. The EMBO journal.

[10] Hiraoka Y (2007). Enhancement of alpha-secretase cleavage of amyloid precursor protein by a metalloendopeptidase nardilysin. Journal of neurochemistry.

[11] Hiraoka Y (2008). Ectodomain shedding of TNF-alpha is enhanced by nardilysin via activation of ADAM proteases. Biochemical and biophysical research communications.

[12] Nishi E, Hiraoka Y, Yoshida K, Okawa K, Kita T (2006). Nardilysin enhances ectodomain shedding of heparin-binding epidermal growth factor-like growth factor through activation of tumor necrosis factor-alpha-converting enzyme. The Journal of biological chemistry.

[13] Ohno M (2009). Nardilysin regulates axonal maturation and myelination in the central and peripheral nervous system. Nature neuroscience.

[14] Ohno M (2014). Nardilysin prevents amyloid plaque formation by enhancing alpha-secretase activity in an Alzheimer’s disease mouse model. Neurobiology of aging.

[15] Li J (2012). Identification and characterization of nardilysin as a novel dimethyl H3K4-binding protein involved in transcriptional regulation. The Journal of biological chemistry.

[16] Hiraoka Y (2014). Critical roles of nardilysin in the maintenance of body temperature homoeostasis. Nature communications.

[17] Nishi K (2016). Nardilysin Is Required for Maintaining Pancreatic beta-Cell Function. Diabetes.

[18] Kanda K (2012). Nardilysin and ADAM proteases promote gastric cancer cell growth by activating intrinsic cytokine signalling via enhanced ectodomain shedding of TNF-alpha. EMBO Mol Med.

[19] Choong LY (2011). Elevated NRD1 metalloprotease expression plays a role in breast cancer growth and proliferation. Genes, chromosomes & cancer.

[20] Uraoka N (2014). NRD1, which encodes nardilysin protein, promotes esophageal cancer cell invasion through induction of MMP2 and MMP3 expression. Cancer science.

[21] Csuhai E, Chen G, Hersh LB (1998). Regulation of N-arginine dibasic convertase activity by amines: putative role of a novel acidic domain as an amine binding site. Biochemistry.

[22] Huang da W, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nature protocols.

[23] Zullo JM (2012). DNA sequence-dependent compartmentalization and silencing of chromatin at the nuclear lamina. Cell.

[24] Kundaje A (2012). Ubiquitous heterogeneity and asymmetry of the chromatin environment at regulatory elements. Genome research.

[25] Machanick P, Bailey TL (2011). MEME-ChIP: motif analysis of large DNA datasets. Bioinformatics (Oxford, England).

[26] Bailey TL, Machanick P (2012). Inferring direct DNA binding from ChIP-seq. Nucleic acids research.

[27] Sharrocks AD (2001). The ETS-domain transcription factor family. Nature reviews. Molecular cell biology.

[28] Shaulian E, Karin M (2002). AP-1 as a regulator of cell life and death. Nature cell biology.

[29] Wu C, Macleod I, Su AI (2013). BioGPS and MyGene.info: organizing online, gene-centric information. Nucleic acids research.

[30] Hospital V (1997). Human and rat testis express two mRNA species encoding variants of NRD convertase, a metalloendopeptidase of the insulinase family. Biochem J.

[31] Sims RJ, Reinberg D (2006). Histone H3 Lys 4 methylation: caught in a bind?. Genes & development.

[32] Raghav SK (2012). Integrative genomics identifies the corepressor SMRT as a gatekeeper of adipogenesis through the transcription factors C/EBPbeta and KAISO. Molecular cell.

[33] Charos AE (2012). A highly integrated and complex PPARGC1A transcription factor binding network in HepG2 cells. Genome research.

[34] Taverna SD (2007). Long-distance combinatorial linkage between methylation and acetylation on histone H3 N termini. Proceedings of the National Academy of Sciences of the United States of America.

[35] Pray-Grant MG (2005). Chd1 chromodomain links histone H3 methylation with SAGA- and SLIK-dependent acetylation. Nature.

[36] Martin DG (2006). The Yng1p plant homeodomain finger is a methyl-histone binding module that recognizes lysine 4-methylated histone H3. Molecular and cellular biology.

[37] Zhang Y, Reinberg D (2001). Transcription regulation by histone methylation: interplay between different covalent modifications of the core histone tails. Genes & development.

[38] Hu X, Moscinski LC (2011). Cdc2: a monopotent or pluripotent CDK?. Cell proliferation.

[39] Reimann JD (2001). Emi1 is a mitotic regulator that interacts with Cdc20 and inhibits the anaphase promoting complex. Cell.

[40] Klein DK (2015). Cyclin F suppresses B-Myb activity to promote cell cycle checkpoint control. Nature communications.

[41] Ma Z, Wang X, Hockman S, Snow EC, Hersh LB (2005). Subcellular localization of nardilysin during mouse oocyte maturation. Archives of biochemistry and biophysics.

[42] Zhang Y (2008). Model-based analysis of ChIP-Seq (MACS). Genome biology.

[43] Yu G, Wang LG, He QY (2015). ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. Bioinformatics (Oxford, England).

[44] Kishore K (2015). methylPipe and compEpiTools: a suite of R packages for the integrative analysis of epigenomics data. BMC bioinformatics.

[45] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics (Oxford, England).

[46] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nature methods.

[47] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics (Oxford, England).

[48] Robinson MD, McCarthy DJ, Smyth G (2010). K. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics (Oxford, England).

How the deposited data were processed for this re-analysis (not part of the article)

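RNA-seq was analysed in 6 libraries, 2 each of Nrdc+/+, Nrdc−/− and Nrdc−/− WT iMEF, with the conditions and replicates taken from the sample labels and the paper. ChIP-seq and RT-PCR data were not analysed here. According to the methods, mRNA was purified with oligo(dT) beads and sequenced on Ion Proton sequencers, reads were aligned to mm9 with STAR and then Bowtie2 in local mode, and reads per gene were counted with featureCounts. Versions of these tools are not given in the sources used here. The authors then calculated RPKM with edgeR for Ensembl protein-coding genes and deposited the values on a log2 scale. Values of RPKM had been assumed when the tests were chosen, so log2 values are another unit than planned, and the same test was used after they were turned back into RPKM.

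The deposited log2 values contain a floor that is equal in all libraries, at 0.912 to 1.124 added reads per library. The methods give a constant of 0.25 for the heatmap, which is another value. The floor was subtracted, and the RPKM multiplied by gene length gave whole reads within a tolerance of 0.05 for 100% of the low values tested. The median of reads over listed genes was 18269612. A gene with 0 reads in a group was set against a floor of 3 reads over the group, which covers counting error only. The 10 most abundant genes took 5.79% to 6.62% of the reads. Of the 22369 genes, 25 symbols had been turned into dates by a spreadsheet and 41 were blank. They were restored by gene ID where the reference annotation allowed, and 31 genes kept their ID only. 22318 gene IDs were found in the mouse annotation of the same build, all on the same chromosome. 4598 genes had 0 reads in all 6 libraries. The table holds 0 mitochondrial genes, so the mitochondrial share of reads was not analysed here. Strand is not stated, so reads of overlapping genes on opposite strands cannot be told apart, and members of multigene families can share reads.

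Genes with a mean of at least 0.5 RPKM (11598) were tested in R 4.3.3 with limma 3.58.1, with lmFit and eBayes with a trend on log2(RPKM + 0.25), over all 6 libraries. Adjusted p-values are from Benjamini-Hochberg, and calls needed an adjusted p under 0.05 and a fold of at least 1.3. The residual degrees of freedom were 3 and the prior degrees of freedom 4.98. Gene sets were tested with camera, with a preset correlation of 0.01, adjusted over the lists with a measured gene within a comparison (31 of 38 lists), and again with an estimated correlation and with fry. The 4 panels copied from Fig. 2F were tallied without a set test. The design, the gene lists, the rule for named genes and 20 alternatives were fixed before the data were examined, and 4 alternatives were added afterwards.

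Named genes were those that the paper names for RNA-seq or RT-PCR and those of Fig. 2F, the 10 largest rises and falls per comparison with Nrdc−/− iMEF and in both, and the 5 largest between Nrdc+/+ and Nrdc−/− WT iMEF, among called genes with a mean of at least 5 RPKM and with both libraries of one group above both of the other, and up to 4 members per list, with every member of lists of 8 or fewer genes. The genes of GO terms in Table S3 that are named for their level in Nrdc+/+ iMEF were chosen after their values were seen. Some gene lists of Table S3 are shortened in the copy used here, and 21 terms were complete. Table S2 is also shortened there, so no share of Nrdc-binding genes was computed.

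The code was tested on simulated libraries of the same depth with 11602 genes. Only 67, 63 and 65 genes were changed 1.5-fold, 2-fold and 4-fold. In the data 62.1% and 43.2% of genes were called against Nrdc−/− iMEF, so the rates below need not hold there. In Nrdc+/+ v.s. Nrdc−/− iMEF it called 80.6% of genes changed 1.5-fold, 93.7% of those changed 2-fold and 100% of those changed 4-fold, and 20 of 11407 unchanged genes. In Nrdc−/− WT v.s. Nrdc−/− iMEF these were 79.1%, 96.8%, 100% and 13. In the simulated comparison of Nrdc+/+ with Nrdc−/− WT iMEF without changes, limma called 0 of 11602 genes. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The alternatives were other pseudocounts, filters, scalings, thresholds, fits, a block on the replicate number and leaving out each library.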

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

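The tests of shares on chromosome 4, of admixed cells, of chromosome labels and of Hox genes for origin were chosen only after the results were seen, while those of chromosome parts and of gene length, the gene lists and the count of genes changed in opposite ways were not.

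Cdkn2a, Cdkn2b and Mtap lie side by side on chromosome 4 of mm9, from 88783026 to 88956941, and were at 1.35%, 1.46% and 1.65% of their Nrdc−/− WT level in Nrdc−/− iMEF, a signal in genes the paper does not discuss. Nrdc+/+ cells mixed into the Nrdc−/− libraries are argued against as the source of the remaining reads, because 8 genes of at least 50 RPKM in Nrdc+/+ iMEF lay below 0.485% of their Nrdc+/+ level in Nrdc−/− iMEF, while Cdkn2a kept 1.46%. A loss of the segment in most cells of the Nrdc−/− culture stays open, since the 3 shares lay within a factor of 1.22 against Nrdc−/− WT but 2.11 against Nrdc+/+ iMEF (1.39%, 1.46% and 2.93% for Mtap, Cdkn2a and Cdkn2b), and Klhl9, from 88364196 to 88368369, kept 63.1% and 93%. A loss must have spared the founder cells of Nrdc−/− WT iMEF, which were made from Nrdc−/− cells, or come later. Regulation by Nrdc also stays open, since Cdkn2a in Nrdc−/− WT iMEF was at 108% of the Nrdc+/+ level. With RNA from 1 line per genotype such regulation cannot be told apart from a loss, and DNA copy number was not analysed here.

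Median log2 fold changes differed between chromosomes, with 0.43 on chromosome 10 in Nrdc+/+ v.s. Nrdc−/− iMEF and -0.38 on chromosome 1 in Nrdc−/− WT v.s. Nrdc−/− iMEF, while replicates of a group differed by at most 0.05 on any chromosome. Chance placement of changed genes one by one is argued against. The SD of the 20 chromosome medians was 0.26 and 0.143. The highest in 10000 permutations of the chromosome labels was 0.0741 and 0.0477 (permutation p = 1e-04 for both, the smallest they can give). The labels were moved gene by gene, so chance placement of runs of neighbouring genes was not tested. Gene length is argued against as the whole cause, since at least 99.5% of the SD was left after a fit on length. Differences in copy number of whole chromosomes between the cultures stay open. The medians of the lower and upper parts of each chromosome correlated at 0.49 (permutation p = 0.027) in Nrdc+/+ v.s. Nrdc−/− iMEF and at 0.264 (permutation p = 0.26) in Nrdc−/− WT v.s. Nrdc−/− iMEF.

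Nrdc+/+ and Nrdc−/− WT iMEF differed from Nrdc−/− iMEF in opposite ways in 833 genes, which were called in both comparisons. A response that follows the level of Nrdc mRNA would place Nrdc−/− WT between Nrdc−/− and Nrdc+/+ iMEF, whereas these genes lie on the other side of Nrdc−/− iMEF, and a response that reverses with the level was not tested. Nrdc+/+ and Nrdc−/− iMEF were derived from separate mice, wild-type and Nrdc-deficient, and whether this origin plays a part stays open. It would not account alone for the changes between Nrdc−/− WT and Nrdc−/− iMEF, which share an origin. Of 16 Hox genes, which keep positional identity in fibroblasts, 13 differed between Nrdc+/+ and Nrdc−/− WT iMEF, while 2 were higher and 2 lower in Nrdc−/− WT than in Nrdc−/− iMEF. Among all genes tested, 60.4% were called in the first of these comparisons and 43.2% in the second. With 1 line per genotype, origin and genotype cannot be told apart. Nor can infection and Nrdc in Nrdc−/− WT iMEF, as no empty-vector library is listed for RNA-seq.

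Interferon-stimulated genes had a median log2 fold change of -2.36 between Nrdc+/+ and Nrdc−/− WT iMEF, with 14 of 18 lower and 2 higher in Nrdc+/+ iMEF (14 and 2 when adjusted over the list alone, camera adjusted p = 0.000153, and adjusted p = 0.292 with an estimated correlation). Genes of the unfolded protein and amino acid stress response had a median of 0.67 in the same comparison, with 15 of 26 higher and 4 lower in Nrdc+/+ iMEF (15 and 4 when adjusted over the list alone, camera adjusted p = 0.00742, and adjusted p = 0.292 with an estimated correlation). Ribosomal protein genes had a median of -0.47, with 26 of 44 lower and 0 higher (26 and 0 when adjusted over the list alone, camera adjusted p = 8.26e-05, and adjusted p = 0.292 with an estimated correlation), although many of these genes have near-identical copies that can share reads.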

How the results depend on the processing

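The fits with each chromosome centred, with voom and on the deposited log2 values as such, and the crossed pairing, were chosen only after the results were seen. Each of the 8 counts of called genes stayed within 1.5 times its value under every alternative except no fold minimum and limma's treat. Without a fold minimum, 1553 genes changed in opposite ways. With treat against a fold of 1.3, 1335 were higher and 1309 lower in Nrdc−/− WT than in Nrdc−/− iMEF, 697 were higher and 691 lower in both comparisons, and 293 changed in opposite ways, which follows from its stricter test. With each chromosome centred in each library, 84.1% of the calls between Nrdc+/+ and Nrdc−/− iMEF remained, and voom on the recovered reads called 3520 higher and 3712 lower. With an estimated correlation, the adjusted p-values of DNA replication (0.281 and 0.279), G2/M and mitosis (0.333 and 0.279) and cholesterol biosynthesis (0.281 and 0.0982) all missed 0.05. So did every other list. The lowest camera values were 0.203 in Nrdc+/+ v.s. Nrdc−/−, 0.0982 in Nrdc−/− WT v.s. Nrdc−/− and 0.292 in Nrdc+/+ v.s. Nrdc−/− WT iMEF. With 3 residual degrees of freedom this setting has little power, so it does not separate the lists. Cholesterol biosynthesis in Nrdc+/+ v.s. Nrdc−/− iMEF had 0.0575 without a trend, and 0.0308 to 0.053 with each library left out. The cause was not tested. The expression rank of genes of the Nrdc-binding terms was 78.5 among genes of at least 0.5 RPKM, since fewer genes are ranked, and 88.5 to 88.6 with each Nrdc+/+ library left out. The histone gene Hist1h3c turned from -0.03 to 0.39 without Nrdc+/+ replicate 1, in which it had 8 reads, and went to -0.45 without Nrdc+/+ replicate 2, in which it had 17. With fry, which does not compare with other genes, 4 lists that camera did not call took the opposite sign, with adjusted p-values of 0.000648 for chondrocyte and osteoblast markers in Nrdc+/+ v.s. Nrdc−/−, 0.0345 for Hox genes and 0.00999 for macrophage markers in Nrdc−/− WT v.s. Nrdc−/−, and 0.00113 for neural markers in Nrdc+/+ v.s. Nrdc−/− WT iMEF. Replicate numbers do not pair the samples, as differences of replicates correlated at -0.031, -0.102 and 0.01. With the replicate number as a block, 3502 genes were higher and 3716 lower in Nrdc+/+ than in Nrdc−/− iMEF, 2372 and 2630 in Nrdc−/− WT iMEF, 1273 and 1434 in both, 826 in opposite ways and 7022 between Nrdc+/+ and Nrdc−/− WT iMEF. The crossed pairing of Nrdc+/+ and Nrdc−/− WT iMEF called 7013 in place of 7009. Where a group was left with 1 library, that library was assumed to vary like the other groups.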

Differences from the paper's values

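None of the paper's counts differed from those here by more than 1.5 times at its thresholds, a fold of 1.3 and an adjusted p of 0.05. The paper used edgeR on counts and states no filter, whereas limma on log2 RPKM with a filter was used here. The paper's values are 8023 genes between Nrdc+/+ and Nrdc−/− iMEF (7206 here), 5433 between Nrdc−/− WT and Nrdc−/− iMEF (5008 here), and 2957 changed the same way (2710 here), of which 1418 were up-regulated (1278 here) and 1539 down-regulated (1432 here). Without a filter on low values, the counts here were 8097, 5423, 2924, 1313 and 1611, so this setting passes the paper's value for the first and the last. Without a fold minimum they were 8645, 6812, 3824, 1804 and 2020, above the paper's in each case. With limma's treat they were 5061, 2644, 1388, 697 and 691, and differed from the paper's by more than 1.5 times.

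The paper shows 28 cell cycle genes as up-regulated in Fig. 2F, and 27 of these were higher in both comparisons here. Cntrob, a centrosomal protein, was the exception, with a log2 fold change of 0.37 (standard error 0.13, adjusted p = 0.0329 from limma) in Nrdc+/+ v.s. Nrdc−/− iMEF, under the fold of 1.3, and 0.62 in Nrdc−/− WT v.s. Nrdc−/− iMEF. It was called with a pseudocount of 0.1 (0.39), with quantile normalization (0.47) and without Nrdc−/− replicate 1 (0.46), settings planned before the data were examined. It was also called from the deposited log2 values as such (0.41), with voom (0.41) and with each chromosome centred (0.73), which were chosen after seeing the values. Of these, the deposited values and voom called 28 of the 28 genes in both comparisons and the centred values 25, while the pseudocount and quantile normalization called 28 and the fit without Nrdc−/− replicate 1 called 21. Nfia, shown as down-regulated in the DNA replication panel, was not tested because its mean was 0.434 RPKM. Its level was 0.0668 RPKM in Nrdc+/+, 0.805 RPKM in Nrdc−/− and 0.43 RPKM in Nrdc−/− WT iMEF.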

Other observations

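Genes of homologous recombination and DNA repair were more often higher than lower with Nrdc in both comparisons. The immediate-early transcription factor gene Egr1, which responds within minutes to growth factors, was 8.6 ± 0.422 RPKM (SD, n = 2) in Nrdc+/+, 5.82 ± 0.14 RPKM in Nrdc−/− WT and 0.669 ± 0.111 RPKM in Nrdc−/− iMEF, and Dusp6, a phosphatase of ERK, rose by 3.32 and 2.56 on the log2 scale. Of 24 immediate-early and AP-1 genes, 13 were higher and 4 lower in Nrdc−/− WT than in Nrdc−/− iMEF (13 and 4 when adjusted over the list alone, camera adjusted p = 0.0194, and adjusted p = 0.279 with an estimated correlation), and 11 higher and 7 lower in Nrdc+/+ iMEF (11 and 7 when adjusted over the list alone, camera adjusted p = 0.398, and adjusted p = 0.494 with an estimated correlation). Directly between Nrdc+/+ and Nrdc−/− WT iMEF their median was 0.02, with a camera adjusted p = 0.937, and adjusted p = 0.936 with an estimated correlation. Of 29 genes of homologous recombination and DNA repair, 22 were higher and 2 lower in Nrdc+/+ iMEF (22 and 2 when adjusted over the list alone, camera adjusted p = 0.000603, and adjusted p = 0.203 with an estimated correlation). In Nrdc−/− WT iMEF 13 were higher and 3 lower (14 and 3 when adjusted over the list alone, camera adjusted p = 0.00893, and adjusted p = 0.254 with an estimated correlation). In Nrdc−/− WT iMEF, 29 of the 40 actin and contractile genes were higher and 3 lower (29 and 3 when adjusted over the list alone, camera adjusted p = 5.52e-09, and adjusted p = 0.254 with an estimated correlation).

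Of 44 ribosomal protein genes, 23 were lower and 1 higher in Nrdc+/+ than in Nrdc−/− iMEF (23 and 1 when adjusted over the list alone, median -0.4, camera adjusted p = 0.000127, and adjusted p = 0.203 with an estimated correlation). In Nrdc−/− WT iMEF 5 were higher and 3 lower (5 and 2 when adjusted over the list alone, median -0.01, camera adjusted p = 0.935, and adjusted p = 0.948 with an estimated correlation). Rpl32 was 842 ± 28.2 RPKM in Nrdc+/+, 1840 ± 98.6 RPKM in Nrdc−/− and 1780 ± 123 RPKM in Nrdc−/− WT iMEF. The Hox genes Hoxc8 (30.3 ± 0.0756 RPKM) and Hoxc6 (27.8 ± 1.02 RPKM) were abundant in Nrdc+/+ iMEF and at 0.0857 and 0.145 RPKM in Nrdc−/− iMEF, and at 0.067 and 0.0107 RPKM in Nrdc−/− WT iMEF. Most markers of other cell types were under the filter, and those measured went both ways between Nrdc+/+ and Nrdc−/− iMEF, at 3 higher and 4 lower of 7 for chondrocytes and osteoblasts, 2 and 2 of 5 for neural cells, 1 and 2 of 3 for macrophages, 1 and 1 of 2 for adipocytes, 2 and 0 of 2 for muscle, 2 and 0 of 2 for endothelium and 1 and 0 of 1 for epithelium (the same counts when adjusted over the list alone). The macrophage lysozyme gene Lyz2 was 3.41 ± 0.222 RPKM in Nrdc−/− and 0.413 ± 0.123 RPKM in Nrdc−/− WT iMEF, with 0 reads in Nrdc+/+ iMEF. The endothelial receptor gene Flt1 (6.3 ± 0.116, 0.0443 ± 0.029 and 0.946 ± 0.129 RPKM in Nrdc+/+, Nrdc−/− and Nrdc−/− WT iMEF) and the epithelial keratin gene Krt19 (6.98 ± 0.0878 RPKM in Nrdc+/+, 0 reads in Nrdc−/− and 0.771 ± 0.0534 RPKM in Nrdc−/− WT iMEF) went the other way.

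In RNA-seq, the 10 genes that the paper also measured by RT-PCR were all higher in both Nrdc+/+ and Nrdc−/− WT than in Nrdc−/− iMEF (10 when adjusted over the list alone), but the study chose them from these libraries. The paper reports Ccnd1 as not augmented by reintroduced Nrdc, in RT-PCR against Nrdc−/− cells with an empty vector, which are not listed among the RNA-seq libraries. In RNA-seq against Nrdc−/− iMEF, Ccnd1 was 45.6 ± 1.31 RPKM (SD, n = 2) in Nrdc−/− WT and 34 ± 1.69 RPKM in Nrdc−/− iMEF (log2 fold change 0.42, standard error 0.06, adjusted p = 0.000523 from limma), and 198 ± 1.6 RPKM in Nrdc+/+ iMEF. Without Nrdc−/− replicate 1 its log2 fold change in Nrdc−/− WT iMEF was 0.37, under the fold of 1.3. Src rose by 2.10 and 1.06, Ajuba (listed as Jub) by 1.60 and 0.60, Cdt1 by 2.18 and 1.01, Fbxo5 by 1.07 and 0.86, Dscc1 by 1.39 and 1.12, Brca1 by 0.61 and 0.77, and Ccnf by 0.48 and 0.59. Without Nrdc+/+ replicate 1 or Nrdc−/− replicate 1, the first value of Ccnf was 0.37, under the fold of 1.3.

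The paper reports similar Nrdc protein levels in Nrdc−/− WT and Nrdc+/+ iMEF by immunoblotting. For mRNA the log2 fold change of Nrdc+/+ over Nrdc−/− WT iMEF was 2.28 (standard error 0.09, adjusted p = 1.44e-07 from limma), which is overstated if the transgene lacks untranslated regions that the gene length includes. Between Nrdc+/+ and Nrdc−/− WT iMEF 7009 genes were called, 3546 higher and 3463 lower in Nrdc+/+ iMEF. Of 35 extracellular matrix and fibroblast genes, 8 were higher and 22 lower in Nrdc+/+ than in Nrdc−/− WT iMEF (8 and 22 when adjusted over the list alone, camera adjusted p = 0.00388, and adjusted p = 0.429 with an estimated correlation). Against Nrdc−/− iMEF this list went both ways, with 12 higher and 16 lower in Nrdc+/+ and 14 higher and 7 lower in Nrdc−/− WT iMEF (the same 12, 16, 14 and 7 when adjusted over the list alone). Col6a2, a chain of collagen VI, was 9.36 ± 0.383 RPKM in Nrdc+/+, 117 ± 1.58 RPKM in Nrdc−/− and 80.5 ± 1.01 RPKM in Nrdc−/− WT iMEF.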
